A study of Mus musculus with 46 samples.

How the data were processed

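The series measured the activity of short regulatory DNA fragments, alone and in pairs, with massively parallel reporter assays in E14TG2a cells, a mouse embryonic stem cell line grown in medium with 2 kinase inhibitors and leukaemia inhibitory factor. Per the labels, plasmids carrying barcoded reporters were brought into the cells by nucleofection, and RNA was taken after 24 h. The 46 samples are 9 of complementary DNA (cDNA, barcodes in reporter RNA), 6 of plasmid DNA (pDNA, barcodes in the input) and 31 of inverse PCR (iPCR), which links barcodes to fragments. The cDNA samples fall into 3 library mixes with 3 biological replicates each. One mix holds the Klf2, Nanog and negative control Upstream libraries, one the Tfcp2l1 Upstream libraries, and one the Downstream libraries. Samples were grouped by their titles.

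The authors' deposited activity of a construct is a ratio of cDNA to pDNA barcodes per biological replicate, on a linear scale; per the labels, pDNA served as the input for normalisation. How barcodes were counted and filtered, how they were averaged per construct, the scaling that sets an activity of 1, and the genome build are not stated in the labels or file headers. Neither barcode numbers nor read counts per construct were analysed here, so the depth behind each value is unknown. Constructs were used as the tables list them, and the planned minimum number of barcodes was not applied. The authors' deposited boost index is a log2 value. It was tested on the values, with a tolerance of 0.001. The mean over replicates equalled the geometric mean for all 89293 Upstream and all 2364 Downstream constructs. The deposited boost index equalled log2 of that mean over a median basal activity for all 10006 Upstream constructs with a finite value and all 2364 Downstream constructs. The remaining 672 Upstream constructs had a replicate at 0 and an index of minus infinity. Upstream, the basal activity is the median over all constructs of a cCRE (candidate cis-regulatory element) with the same promoter fragment in the same orientation. Downstream, cCREs and shuffled cCREs enter that median. A second deposited Downstream index differed from the log2 ratio to the promoter vector by one constant for each of the 11 vectors and was not used. Of the value columns, 16 could not be given to a sample. Of these, 9 hold single replicates by their names. The construct activities among them equalled those of the activity columns for all 10678 constructs checked. The rest of the 9 were not checked, and none was used otherwise. The columns outside those 9 hold means over replicates or values derived from them.

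Boost indices were recomputed from the geometric mean over replicates with the same definition, and these are the indices given. Each replicate also had its own index, with the median construct of that replicate as basal activity, which was used for errors and for the selectivity test. The index given exceeded the mean of the 3 replicate indices by a median of 0.02, 0.08, 0.16 and 0.0048 over Klf2, Nanog, Tfcp2l1 and Downstream pairs. Constructs with a replicate at 0 were left out. They made up 2.59% of all Klf2, 3.90% of all Nanog and 9.73% of all Tfcp2l1 constructs. An alternative kept them with a pseudocount of 0.01. Values per fragment are means over the partners and orientations it was measured with. SDs given with n = 3 are between the values of the 3 biological replicates, and so lie around the mean of the replicate indices. The replicates were transfected with the same plasmid pool, so this error leaves out differences between the barcoded plasmids of a construct.

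Pairs were tested with limma 3.58.1 in R 4.3.3 on log2 activities, 3 values of the combination against 3 of its baseline, with moderated variances and Benjamini-Hochberg (BH) adjustment within a mix at 0.05. The baseline was the promoter fragment alone Upstream. Downstream it was the median, in each replicate, over shuffled and random control constructs with the same promoter. Other comparisons used two-sided permutation tests over fragments with 100000 resamples, for which 1e-05 is the smallest p they can give, or exact enumeration where a group or correlation had fewer than 10 values or a paired comparison at most 16 differences. Promoter selectivity of a cCRE is the variance of its boost index over promoters, after promoter means were removed, against the variance between replicates, with 10000 resamples per cCRE. The smallest p these can give is 1e-04. Averages per promoter needed at least 10 cCREs and averages per cCRE at least 3 promoters, with oriented promoters counted singly in the selectivity test. Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots matplotlib 3.10.9. The tests, the possible baselines and most alternatives were fixed before the data were examined, and which of these baselines applied in each assay was fixed when the tables had been read, before any pair was tested.

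Both tests across many items were tested on simulated data. With 200 of the pairs of a mix changed and an error drawn from each pair's own SD, the pair test recovered 98.5% of them Downstream with 5.74% false among its calls. In the Klf2 and Nanog mix it recovered 30.5% with 8.96% false, and in the Tfcp2l1 mix 44.5% with 16.0% false. All 3 shares lie above the adjusted threshold of 0.05. Each comes from 1 simulation, with 12, 6 and 17 false calls, so only the Tfcp2l1 share stands clearly apart from it. With a mean-variance trend these shares were 98.5% and 5.29%, 41.5% and 7.78%, and 46% and 7.07%. A second simulation, with the error pooled over pairs of like activity, was added afterwards and favours a trend by its construction. It gave 99% recovered and 5.26% false Downstream, 19% and 9.52% in the Klf2 and Nanog mix, and 16.5% and 10.8% in the Tfcp2l1 mix, and with the trend 99% and 4.81%, 45% and 4.26%, and 44.5% and 4.30%. The untrended variance was kept as the main one because it was set before any count was seen, and the trend is given as an alternative. The changes set were all of at least 1 on the log2 scale, a size reached by 141 of the 803 Downstream calls. Baselines and errors were drawn separately for each pair, whereas real pairs share them, so these shares may not carry over. The selectivity test recovered 96.7% of 30 changed among 90 simulated cCREs with 0 false calls. Those all had the same number of promoters and the same error, where real cCREs had as few as 3 oriented promoters.

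The combination and its baseline with the same replicate number come from the same transfected cells, so the numbers pair the values. Deviations from the means correlated at 0.91, 0.83 and 0.81 in the 3 Downstream replicates, at 0.02, 0.57 and 0.74 in the Klf2 and Nanog mix, and at 0.22, 0.21 and 0.09 in the Tfcp2l1 mix. The main test has no replicate block, and a fit with the block was an alternative.

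Fragments named in the text follow a rule. The promoters of the 3 genes that name the loci are always given. Per assay these are joined by the 5 cCREs with the highest and the 5 with the lowest mean boost index, among those with at least 3 promoters and the same sign in at least 80% of pairs. The 3 promoters with the highest and the 3 with the lowest mean, the 5 cCREs with the largest excess variance over promoters, and the 5 highest pairs with the same sign in every replicate complete it. Coordinates are those of the deposited tables, whose build is not stated and which do not say whether they count from 0 or 1. Gene names come from a RefSeq table for GRCm38.p6. In it, 52 of 67 promoter fragments lay within 200 bp of a gene boundary, against 0 to 6 of 67 when the fragments were moved by 50 to 200 kb, and 29 of 423 cCREs. The table gives gene spans only, so exons and introns were not used here.

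Alternatives left out each replicate in turn, took medians for means, changed the scale, the baseline, the variance model, the size threshold, the source of basal activity, the promoters or pairs included and the distance scale. After seeing the data, 10 were added: the pseudocount, the variance trend, other baselines of the pair test, the range of the controls as threshold, both orientation-based forms of the selectivity test, fragments averaged over orientations, the spread in place of the mean boost index, promoters of lower or of higher basal activity alone, and a minimum of 3 promoter fragments in the selectivity test. Combinations across loci and Upstream negative controls were not analysed here.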

Results

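The Upstream assay placed 1 or 2 fragments upstream of a reporter, and its tables hold 19789 constructs of the Klf2 locus, 13524 of the Nanog locus and 55980 of the Tfcp2l1 locus. Fragments were promoters or candidate cis-regulatory elements (cCREs), and each fragment's start and end lay 450 bp apart. The Klf2 library held 86 cCREs and 23 promoters, the Nanog library 105 and 18, and the Tfcp2l1 library 232 and 26. A cCRE followed by a promoter made up 3758, 1321 and 5599 constructs of these libraries. The Downstream assay placed 84 Klf2 cCREs downstream of a reporter driven by 1 of 10 Klf2 promoters, in 1364 constructs, next to 361 constructs with 15 shuffled and 5 random control sequences. A vector without promoter was measured with the same kinds of insert in 219 constructs. Each construct has 3 biological replicates. Activity is the ratio of reporter RNA barcodes to plasmid barcodes, and the boost index is log2 of a construct's activity over the median construct with the same promoter.

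Replicates were compared first, since their agreement sets the error of every later value. Across constructs, Pearson's r of log2 activity between replicates was 0.91 to 0.92 in the Klf2 library, 0.88 to 0.89 in the Nanog library, 0.90 to 0.91 in the Tfcp2l1 library and 0.98 to 0.99 Downstream. Constructs share fragments and are not independent. On the linear scale the lowest r rose most in the Nanog library, to 0.97. The replicates differed at low activity in the Klf2 and Nanog mix. In the lowest sixth of Klf2 constructs by replicate 1, the median activity was 0.0637, 0.0389 and 0.227 in replicates 1, 2 and 3. In the highest sixth it was 3.02, 3.16 and 2.76. In the Tfcp2l1 library, 4300 constructs were at 0 in replicate 1, against 975 and 1321 in replicates 2 and 3. The SD of the boost index over Klf2 pairs differed likewise, at 0.84, 1.04 and 0.56 in replicates 1, 2 and 3, and over Tfcp2l1 pairs it was 2.04, 1.64 and 1.72.

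**Figure D1:**
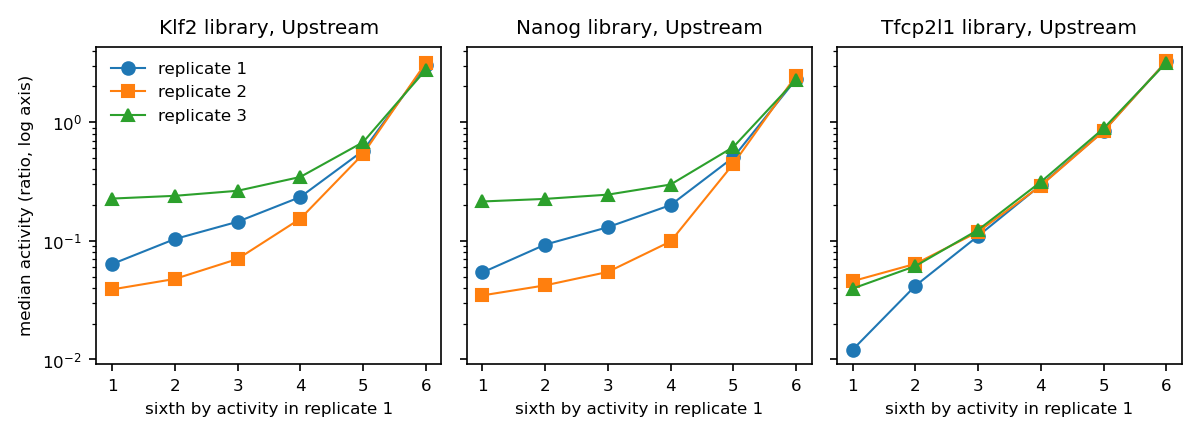
Median activity (ratio, log axis) of Upstream constructs in each biological replicate, for constructs divided into sixths by their activity in replicate 1 (x axis), with 1 panel per library. In the Klf2 and Nanog libraries replicate 3 levels off at 0.227 and 0.215 in the lowest sixth, and in the Tfcp2l1 library replicate 1, by which constructs were ranked, is lowest there at 0.0121, against 0.0457 and 0.0396.

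The classes of construct were compared to ask how activity depends on the kind of fragment. In the Klf2 library, constructs of a cCRE and a promoter averaged −0.94 ± 2.22 on the log2 scale (SD over 23 promoters), and constructs of a pair of cCREs −2.64 ± 0.94 (SD over 84 cCREs). The difference of 1.70 had a permutation p of 2e-05 (1.6e-04 after BH adjustment over 8 class comparisons). The difference was −0.00 in the Nanog library (permutation p = 0.99, adjusted 0.99) and 0.20 in the Tfcp2l1 library (p = 0.57, adjusted 0.65). Constructs of a cCRE and a promoter were then set against the promoter alone. In the Nanog library they were higher by 0.73 ± 1.01 (SD over promoters), in 16 of 18 promoters (permutation p = 1.1e-04, adjusted 4.4e-04). With medians over cCREs in place of means that difference fell to 0.21 (permutation p = 0.70), the largest move among these comparisons. Klf2 combinations differed from the promoter alone by −0.12 ± 0.39, with 7 of 23 promoters higher (permutation p = 0.15, adjusted 0.20). Tfcp2l1 combinations differed by 0.31 ± 0.69, with 15 of 24 higher (permutation p = 0.035, adjusted 0.056). Downstream, combinations lay below the promoter alone for all 10 promoters, by −0.26 ± 0.11 (exact p = 0.0020, adjusted 0.0052). In the Downstream vector without promoter, 76 cCREs averaged −2.83 ± 0.84 and 20 controls −3.29 ± 0.70. The difference of 0.46 did not pass the adjusted threshold (permutation p = 0.028, adjusted 0.055).

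The shuffled and random sequences of the Downstream assay give the background of the boost index. The 84 cCREs averaged 0.01 ± 0.39 and the 20 controls −0.12 ± 0.30 (SD over fragments). The difference of 0.13 was not larger than the spread between fragments allowed (permutation p = 0.17). With the median over promoters in place of the mean it was 0.28 (permutation p = 0.0027). The 23 promoter fragments placed downstream averaged 0.09 ± 0.47, and differed from the controls by 0.21 (permutation p = 0.095), or with medians by 0.38 (p = 0.0027). Shuffled and random controls differed by 0.12 (exact p = 0.47). The control median lay below the cCRE median with 9 of the 10 promoters.

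**Figure D2:**
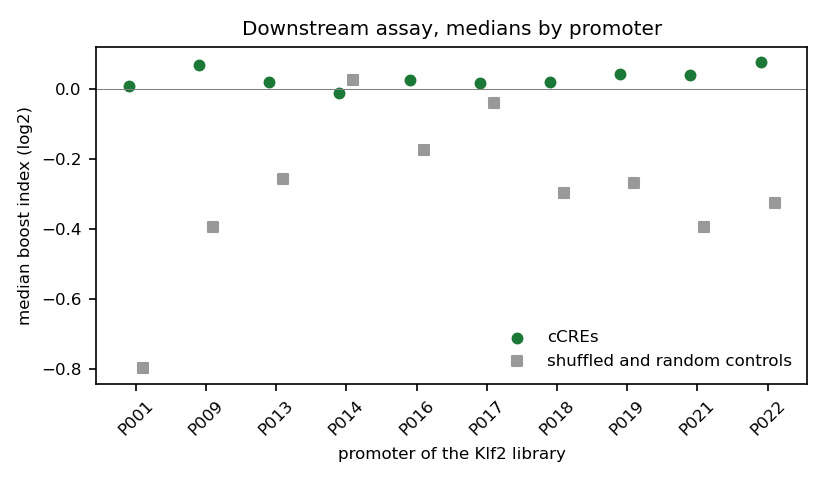
Median boost index (log2) of cCREs and of shuffled and random controls with each of the 10 promoters of the Downstream assay. Each point is a median over constructs and 3 replicates, and P014 is the promoter where the control median (0.03) lies above that of the cCREs (−0.01).

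Each pair of cCRE and promoter was tested against its baseline with limma, to ask which cCREs change the activity of which promoters. Among 3685 Klf2 pairs, 438 passed an adjusted p of 0.05 (BH), 126 higher and 312 lower than the promoter alone. The replicate block gave 765. For Nanog, 192 of 1256 pairs passed, 178 higher and 14 lower, and for Tfcp2l1 2151 of 4945, 1175 higher and 976 lower. With constructs at 0 kept and a pseudocount, 1174 of the 2363 Tfcp2l1 calls were higher and 1189 lower. Leaving out any 1 replicate left 0 Klf2 and 0 Nanog calls in limma, with 355 to 1004 Klf2 and 176 to 322 Nanog pairs at an unadjusted p under 0.05. Without replicate 2, 1073 Tfcp2l1 pairs passed, and without replicate 3, 1207. Downstream, 803 of 1364 pairs differed from the controls with the same promoter, 658 higher and 145 lower, and 427 passed without replicate 2. With the replicate block 1152 Downstream pairs passed, 894 higher and 258 lower. The direction of the calls depended on the baseline in the Klf2 and Tfcp2l1 libraries and Downstream. Against the median construct, 68.2% of Klf2 calls were higher, against 28.8% with the promoter alone. For Tfcp2l1 these shares were 74.6% and 54.6%, and for Nanog, with no such dependence, 91.9% and 92.7%. Downstream, 81.9% were higher with the controls as baseline, 54.9% with the median construct and 19.9% with the promoter alone. Pairs with the same oriented promoter share 1 baseline, so an error in it would move their calls together. Replicates do not show such an error where it lies in the plasmids. The Tfcp2l1 promoter P019 had a log2 activity of 3.12 alone against a basal activity of 1.07 (122 pairs). P023 differed the other way, with −5.23 alone against −3.97 (23 pairs). The largest move of a Downstream count came from the spread of the controls, since 22 of the 1364 cCRE constructs (1.61%) lay outside the central 95% of the control constructs, a smaller share than of the controls themselves. Of these, 4 lay above and 18 below, the reverse of the limma calls.

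Upstream, the cCREs with the highest mean boost index were E017, E060, E301 and E166 of the Tfcp2l1 library and E073 of the Nanog library. E017 (chromosome 1, 118311123 to 118311573, within Tsn) had a mean of 4.79 ± 0.35 (SD, n = 3) over 19 promoters. E060 (chromosome 1, 118647958 to 118648408, within Tfcp2l1) had 4.52 ± 0.35 over 21 promoters. E301 (chromosome 1, 120529869 to 120530319, between genes, nearest Marco) had 3.94 ± 0.47, and E166 (chromosome 1, 119398645 to 119399095, between genes, nearest Inhbb) had 3.65 ± 0.31. E073 (chromosome 6, 122702445 to 122702895, between genes, nearest Nanog) had 3.90 ± 1.04 over 11 promoters, with 3.66, 4.88 and 2.81 in replicates 1, 2 and 3. The mean of these replicate values was 3.79, since the median construct is taken anew in each replicate, and by the same measure E017 had 4.58 and E060 4.34. The lowest means were those of the Tfcp2l1 cCREs E286 (−1.52 ± 0.37), E099 (−1.24 ± 0.45), E080 (−1.05 ± 0.47), E145 (−1.03 ± 0.10) and E101 (−1.01 ± 0.37). They lie on chromosome 1 from 120374776, 119003803, 118822227, 119265504 and 119014245 on, E099 and E101 within Gli2 and the others between genes. The 5 highest pairs joined E017 or E060 to Tfcp2l1 promoters of low basal activity. E017 with P031, near C1ql2, reached a boost index of 8.48 ± 0.64 (SD, n = 3). Its activity was 8.25 above the promoter alone on the log2 scale (SE 0.41, limma, BH-adjusted p = 8.05e-05). E017 with P012, near Tfcp2l1, reached 8.33 ± 0.31. The same cCRE reached 8.24 ± 0.82 with P031 in the other orientation and 8.23 ± 0.86 with P017 near Inhbb, and E060 with P012 reached 7.95 ± 0.25.

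Downstream, the range of means was narrower. E007 (chromosome 8, 71922525 to 71922975, within Zfp617) had the highest at 1.01 ± 0.04 (SD, n = 3), followed by E006 (71900631 to 71901081, between genes, nearest Zfp882) at 0.83 ± 0.04. E008, which overlaps E007 and starts at 71922906, had 0.71 ± 0.05, E046 (from 72271221, nearest Ap1m1) 0.67 ± 0.06 and E029 (from 72115240, nearest Olfr374) 0.65 ± 0.03. The lowest were E030 (from 72125819, within Gm39196) at −1.07 ± 0.12, E022 (from 72004717, within Cyp4f18) at −1.03 ± 0.18 and E075 (from 72453911, within 1700030K09Rik) at −0.71 ± 0.12. E040 within Cib3 had −0.63 ± 0.06 and E092 within Nwd1 −0.58 ± 0.06. All 10 lie outside the range of the 20 control sequences averaged in the same way, which ran from −0.57 to 0.54. Of the 84 cCREs, 8 lay above that range and 7 below it, where fragments drawn like the controls would give 8 outside on average. Whether this excess is beyond chance was not tested. The highest pair was E029 with P018 at 2.06 ± 0.08, which was 2.35 above the controls (SE 0.12, limma, BH-adjusted p = 2.93e-05). It was followed by E087 with P021 (1.70 ± 0.04), E065 with P018 (1.63 ± 0.29), E007 with P001 (1.58 ± 0.22) and E087 with P018 (1.48 ± 0.07).

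The mean boost index of a promoter was compared with its basal activity, to ask whether weak promoters respond more. Since basal activity is the median construct, this mean measures how far the distribution is skewed upward. Across 22 Klf2 promoters Pearson's r was −0.79 (permutation p = 5.00e-05, adjusted 1e-04 over 4 tests) and Spearman's rho −0.81 (p = 2e-05), with r = −0.76 without the 2 promoters farthest from the median. Across 21 Tfcp2l1 promoters r was −0.91 (permutation p = 1e-05, adjusted 4e-05, rho −0.90, p = 1e-05, −0.89 without 2). These promoters fall into separate clusters of basal activity, with none between −3.51 and −0.46 on the log2 scale, so that value includes the step between clusters. Within the 13 of lower activity r was −0.60 (permutation p = 0.032, adjusted 0.051 over 8 tests within groups, rho −0.60, p = 0.032, −0.52 without 2). Within the 8 of higher activity it was −0.85 (exact p = 0.014, adjusted 0.027, rho −0.81, p = 0.022, −0.83 without 2). Divided likewise at their widest gap, the 11 Klf2 promoters of lower activity had r = −0.05 (permutation p = 0.89, adjusted 0.89, rho −0.07, p = 0.84, −0.21 without 2) and the 11 of higher activity −0.87 (permutation p = 6.5e-04, adjusted 0.0026, rho −0.79, p = 0.0054, −0.69 without 2). Across 13 Nanog promoters r was −0.65 (permutation p = 0.0081, adjusted 0.011) and rho −0.48 (p = 0.098). It fell to −0.22 without 2 promoters, so the relation rests on those. Across the 10 Downstream promoters r was 0.50 (permutation p = 0.14, adjusted 0.14) and rho 0.35 (p = 0.33), with r = 0.10 without 2. Leaving out replicate 2 moved the Klf2 value most among alternatives that keep the mean boost index and all promoters, to −0.54 (p = 0.0067), and with basal activity taken from the Downstream assay it was −0.60 over 10 promoters (permutation p = 0.062). The spread of the boost index over cCREs fell with basal activity too, with r = −0.79 (permutation p = 1e-05, adjusted 2e-05, rho −0.71, p = 4.4e-04, −0.74 without 2) for Klf2. Across both Tfcp2l1 clusters r was −0.93 (permutation p = 1e-05, adjusted 2e-05, rho −0.79, p = 4e-05, −0.91 without 2). Within the groups of lower basal activity no such relation was found, with r = 0.32 for Klf2 (permutation p = 0.34, adjusted 0.45; rho 0.44, p = 0.18; 0.11 without 2) and −0.04 for Tfcp2l1 (permutation p = 0.89, adjusted 0.89; rho −0.12, p = 0.70; −0.04 without 2). Within those of higher activity r was −0.89 for Klf2 (permutation p = 6.3e-04, adjusted 0.0026; rho −0.87, p = 0.0010; −0.92 without 2) and −0.97 for Tfcp2l1 (exact p = 0.0013, adjusted 0.0036; rho −0.90, p = 0.0046; −0.95 without 2). These groups were chosen after seeing the data. For Nanog r was −0.40 over all promoters (permutation p = 0.16, adjusted 0.16; rho 0.08, p = 0.79; 0.47 without 2). Downstream it was −0.51 (permutation p = 0.13, adjusted 0.16; rho −0.52, p = 0.13; 0.05 without 2).

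**Figure D3:**
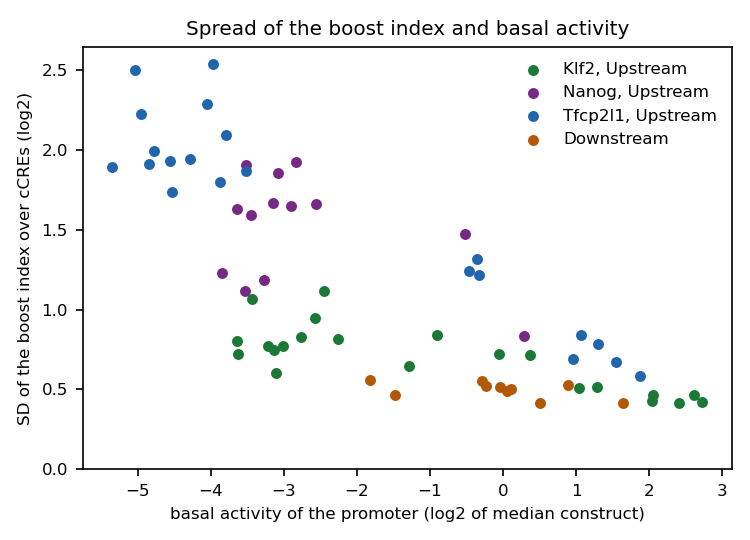
SD of the boost index over cCREs (log2) against the basal activity of the promoter (log2 of the median construct). Each point is a promoter with at least 10 cCREs, and within the promoters of higher basal activity the SD falls with it in the Klf2 (r = −0.89) and Tfcp2l1 (r = −0.97) libraries.

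The promoters with the highest mean were all of the Tfcp2l1 library, P031 near C1ql2 (1.502 ± 0.16, SD, n = 3), P017 near Inhbb (1.40 ± 0.39) and P012 near Tfcp2l1 (1.20 ± 0.03). The lowest were of the Klf2 library, P021 near Med26 (−0.04 ± 0.01), P014 near Ap1m1 (−0.04 ± 0.0045) and P003 near Zfp961 (−0.03 ± 0.01). These 2 libraries were transfected separately, so the ranking does not tell libraries and transfections apart. The promoter fragment at Klf2 (P016, chromosome 8, 72318657 to 72319107) had a mean of 0.11 ± 0.04, and that at Nanog (P010, chromosome 6, 122707113 to 122707563) 0.17 ± 0.08. Of the pair at Tfcp2l1, P012 (chromosome 1, 118627992 to 118628442) had the 1.20 given above and P011 (118627569 to 118628019) 0.92 ± 0.13. Downstream, means ran from −0.05 ± 0.04 for P001 near Zfp882, −0.02 ± 0.02 for P017 near Eps15l1 and −0.01 ± 0.0048 for P013 near Fam32a. The highest were 0.14 ± 0.03 for P021, 0.10 ± 0.04 for P009 near Rab8a and 0.09 ± 0.01 for P022 near Smim7 and Tmem38a. P016 had 0.02 ± 0.01 there.

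An additive fit of the boost index on oriented cCRE and promoter asked whether a cCRE acts alike on all promoters. The cCRE took 54.5% of the sum of squares in the Klf2 library, 77.8% in the Nanog library, 50.8% in the Tfcp2l1 library and 74.7% Downstream. Neither additive term explained 42.9%, 18.1%, 43.2% and 24.0%. The mean square of this rest was 0.232, 0.417, 1.37 and 0.0677, which is 2.34, 1.95, 6.48 and 26.1 times the error variance between replicates. That error variance was 0.0988, 0.214, 0.211 and 0.00259. The variance between the orientations of a cCRE with the same promoter was 0.196, 0.325 and 1.21 in the Klf2, Nanog and Tfcp2l1 libraries, above the error and below the mean square of the rest, and 0.129 Downstream, above both. Restricting the Nanog library to fragments with most pairs measured moved these shares most, to 90.5% for the cCRE.

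Promoter selectivity of single cCREs was tested against the variance between replicates. After BH adjustment, 51 of 79 Klf2, 32 of 79 Nanog and 156 of 176 Tfcp2l1 cCREs varied over promoters by more than that error, and 76 of 80 Downstream. This error leaves out differences between the plasmids of a construct. Each value averaged whichever orientations of the cCRE were measured with that promoter, so effects of cCRE orientation can count as promoter selectivity. With both orientations of a cCRE as the repeated measurement, chosen after seeing the data, the counts were 9 of 52, 10 of 37, 9 of 91 and 0 of 69. Without replicate 1 the Nanog count was 0 in the permutation test, with 16 cCREs at an unadjusted p under 0.05. Downstream, 5 of the 69 were at an unadjusted p under 0.05. With each orientation centred as well, 1 of the 69 passed after adjustment and 16 were at an unadjusted p under 0.05. The largest excess variance was found Upstream for the Tfcp2l1 cCREs E076 (10.9), E203 (8.38), E251 (6.89), E110 (6.01) and E031 (4.10). They were measured with 4, 3, 6, 5 and 15 oriented promoters, which come from 4, 2, 4, 4 and 12 promoter fragments, so the value of E203 rests on 2 fragments. E076 had 4 pairs and E203 had 3, so each of their oriented promoters was measured with 1 orientation of the cCRE. Downstream the excess variance was largest for E029 (0.53), E067 (0.35), E087 (0.21), E103 (0.16) and E001 (0.14).

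Both orientations of a cCRE with the same promoter gave boost indices that correlated across pairs at r = 0.54 (rho 0.43) in the Klf2 library. The values were 0.86 (rho 0.63) in the Nanog library, 0.60 (rho 0.51) in the Tfcp2l1 library and 0.47 (rho 0.47) Downstream. Pairs share fragments and are not independent. Shuffling cCREs within promoters gave a mean r of 0.03, 0.07, 0.07 and 0.01. With log2 activity in place of the boost index the Klf2 r rose most, to 0.97. The plus orientation of a cCRE did not differ from the minus orientation in mean boost index, with differences of 0.08, −0.06, 0.00 and 0.03 (permutation p = 0.066, 0.54, 1.00 and 0.54, adjusted 0.27, 0.72, 1.00 and 0.72 over 4 tests). The orientation of the promoter fragment was compared in log2 activity, since the boost index removes it by definition. In the Klf2 library, plus exceeded minus by 0.76 ± 1.11 in 16 of 22 promoters (SD over promoters, permutation p = 0.0040, adjusted 0.0060 over 3 tests). In the Tfcp2l1 library the difference was 1.41 ± 1.60, in 16 of 20 promoters (permutation p = 4.4e-04, adjusted 0.0013). In the Nanog library it was 0.42 ± 0.86, in 8 of 11 promoters (exact p = 0.084, adjusted 0.084). With medians the Nanog difference was 0.50 (exact p = 0.0078).

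Pairs present in both assays compared the upstream with the downstream position. Over 76 cCREs the mean boost indices correlated at r = 0.73 (permutation p = 1e-05, adjusted 2e-05 over 2 tests) and rho = 0.66 (p = 1e-05), with r = 0.68 without the 2 farthest cCREs. Over the 847 single pairs r was 0.47. Within promoters it ranged from 0.15 for P014 near Ap1m1 to 0.67 for P013 near Fam32a. The mean boost index Upstream minus Downstream was −0.02 ± 0.30 (SD over cCREs, permutation p = 0.56). Since the index is centred on the median construct in each assay, this difference lies near 0 by construction and does not test the effect of position. In log2 activity, the scale with the largest move, Upstream values were 1.83 higher (permutation p = 1e-05), but the assays were scaled separately and their levels are not comparable.

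**Figure D4:**
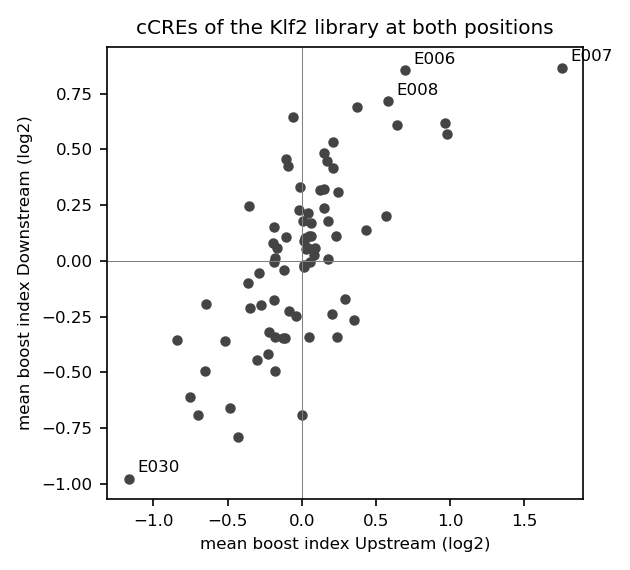
Mean boost index (log2) of each of 76 Klf2 cCREs over the promoters shared by both assays, Upstream on the x axis and Downstream on the y axis. The means correlate at r = 0.73, and E007 and E030 lie at the ends of the range in both assays.

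The boost index was set against the genomic distance between cCRE and promoter. The median over promoters of Spearman's rho was 0.07 in the Klf2 library (22 promoters, distances of 0.866 to 850 kb), 0.02 in the Nanog library (13 promoters), 0.05 in the Tfcp2l1 library (21 promoters, up to 2653 kb) and −0.00 Downstream (10 promoters). None was larger than shuffled cCRE positions gave (permutation p = 0.17, 0.70, 0.25 and 0.99, adjusted 0.51, 0.93, 0.51 and 0.99 over 4 tests). The largest move was that of the Nanog value without replicate 3, to −0.03.

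Combinations were compared with their fragments measured alone, across constructs, which share fragments. The log2 activity of Klf2 combinations correlated with the sum of both log2 activities at r = 0.88 (rho 0.86) and with log2 of the summed activities at r = 0.88 (rho 0.85). For Nanog these were 0.90 (rho 0.84) and 0.90 (rho 0.84), and for Tfcp2l1 0.77 (rho 0.75) and 0.78 (rho 0.75). On the linear scale the Tfcp2l1 value for the sum of log2 activities moved most, to 0.29. Relative to log2 of the summed activities, constructs of a cCRE followed by a promoter lay at a median of −0.76, −1.30 and −1.12 in the Klf2, Nanog and Tfcp2l1 libraries, and those of a promoter followed by a cCRE at −1.69, −1.14 and −1.80. The distance from the sum of log2 activities depends on the reference that sets an activity of 1, which is not stated, and is not given. The summed activities were exceeded by 9.20%, 9.63% and 16.6% of constructs with the cCRE first, and by 2.32%, 11.2% and 11.9% with the promoter first. A background carried by every construct enters the sum once per fragment, so even a pair of inactive fragments would lie below it by construction. Pairs of cCREs lay at −1.13, −1.11 and −1.12. The negative medians and small shares thus cannot tell whether fragments act less than additively.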

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

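The test with medians over cCREs and the separate reading of the transfection for each pair of loci were chosen only after the result was seen, and the 6 tests between loci were set up after part of the values within loci had been seen.

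The difference between a combination and the promoter alone was itself compared between loci, in 6 permutation tests together with the effect of promoter orientation. Klf2 promoters (mean −0.12, n = 23) lay below Nanog promoters (0.73, n = 18) by −0.86 on the log2 scale (permutation p = 1e-05, the smallest these can give, BH-adjusted 6e-05). They lay below Tfcp2l1 promoters (0.31, n = 24) by −0.43 (permutation p = 0.010, adjusted 0.030). Nanog and Tfcp2l1 did not differ (0.43, permutation p = 0.10, adjusted 0.16), and none of the 3 tests on promoter orientation passed.

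For Klf2 against Nanog, 3 technical explanations meet values that speak against them as the whole cause. A signal added to weak constructs in the Klf2 and Nanog mix would compress differences most in replicates 1 and 3, but at replicate 2 alone, where it is lowest, the difference was −1.12 (permutation p = 1.3e-04). Klf2 promoters were more active alone, yet after a linear trend on activity alone was removed the difference was −0.58 (permutation p = 0.0011). The libraries of Klf2 and Nanog were transfected together, so the −0.86 between them is not due to a separate transfection. A few cCREs of high activity in the Nanog library may carry it. With medians over cCREs the difference was −0.44 (permutation p = 0.069), with −0.24 for Klf2 and 0.21 for Nanog, which neither excludes nor shows that the rest of the cCREs differ between loci. The identity of the loci stays open as an untested biological explanation.

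For Klf2 against Tfcp2l1 less can be said. At replicate 2 alone the difference was −0.16 (permutation p = 0.41), after removal of the trend on activity alone −0.23 (p = 0.14), and with medians −0.36 (p = 0.066). None of these passes the threshold and none is far enough from the full difference to exclude it, so added background, promoter activity and a few strong cCREs may each contribute. The Tfcp2l1 libraries were transfected separately, so for the −0.43 between these loci the transfection and the locus cannot be told apart. The locus stays open as an untested biological explanation here too.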

How the results depend on the processing

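The alternatives with a pseudocount, a variance trend, the authors' median or the promoter alone as baseline of the pair test, the range of the controls, orientations as repeats, averaged orientations, the spread of the boost index, promoters of lower or higher basal activity alone and a minimum of 3 promoter fragments per cCRE were chosen after seeing the data, and the tests on other splits of the 6 values per pair were chosen only after the result was seen. Over all results, 343 alternatives were computed. Of these, 238 kept the direction and the side of the threshold, or stayed within the spread or within 1.5 times the count. The threshold for alternatives was an unadjusted p of 0.05. By it, Tfcp2l1 combination minus promoter alone (adjusted 0.056) and Downstream cCREs against controls without a promoter (adjusted 0.055) count as past it, though neither passed after adjustment. Another 75 moved further, 9 lost and 8 gained significance, and 13 changed sign. Unless stated, the cause was not tested. Alternatives on barcode minimums and the comparison within and across loci were not run, since the tables used here hold neither barcode numbers nor pairs across loci.

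Leaving out 1 replicate gave 0 calls in limma for Klf2 and for Nanog in each case, with 355, 494 and 1004 Klf2 and 176, 255 and 322 Nanog pairs at an unadjusted p under 0.05 without replicates 1, 2 and 3. For Tfcp2l1 the calls ranged from 1073 to 2002 and Downstream from 427 to 848. Selective cCREs ranged from 24 to 33 in the Klf2 library and from 0 to 21 in the Nanog library, where 0 was found without replicate 1 with 16 at an unadjusted p under 0.05. Combination minus promoter alone ranged from −0.18 to −0.054 for Klf2, past the threshold without replicate 2 (permutation p = 0.025), and from 0.15 to 0.33 for Tfcp2l1, where the unadjusted p rose from 0.035 to 0.13 without replicate 1 and to 0.074 without replicate 3 (permutation). Values near 0 and not significant changed sign within narrow ranges. These were Nanog constructs with a promoter minus those of cCREs alone (−0.029 to 0.032), Upstream minus Downstream (−0.037 to 0.0023), plus minus minus orientation of the cCRE in the Nanog (−0.13 to 0.025) and Tfcp2l1 (−0.023 to 0.036) libraries, and the rho on distance for Nanog (−0.033 to 0.030) and Downstream (−0.010 to 0.0082). The share of the cCRE ranged from 74.4% to 76.7% for Nanog, and the rest from 19.9% to 22.9% for Nanog and from 45.1% to 46.4% for Tfcp2l1. The correlation between orientations ranged from 0.83 to 0.85 for Nanog and from 0.56 to 0.58 for Tfcp2l1. The correlation of combinations with their fragments ranged from 0.87 to 0.88 (sum of log2) and 0.86 to 0.88 (log2 of sum) for Klf2. For Nanog log2 of the sum gave 0.89 to 0.90, and for Tfcp2l1 0.77 to 0.78.

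The replicate block gave 765 Klf2 calls, since it removes shifts shared by combination and baseline. The Nanog, Tfcp2l1 and Downstream counts under the block were within 1.5 times the main ones, at 251, 2073 and 1152. A mean-variance trend gave 1119 Klf2 and 307 Nanog calls. Both fits added lower calls. For Nanog, 209 were higher and 42 lower under the block, and 248 and 59 with the trend, against 178 and 14. For Klf2 these were 194 and 571 under the block and 266 and 853 with the trend, against 126 and 312. The authors' median as baseline gave 233 Klf2 calls. A size minimum of 1 in addition to the test left 234 Klf2 and 141 Downstream pairs, and in its place 368 Nanog and 145 Downstream pairs. Downstream, 22 pairs lay beyond the range of the controls, 4 above and 18 below.

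Medians in place of means, which give less weight to a tail of strong constructs, moved several averages. Combination minus promoter alone was −0.24 for Klf2, now past the threshold (permutation p = 0.049). It was 0.21 for Nanog, no longer past it (permutation p = 0.70), and 0.13 for Tfcp2l1 (p = 0.43). Downstream cCREs exceeded controls by 0.28 (permutation p = 0.0027). The Nanog relation to basal activity was lost at −0.41 (p = 0.17), the Nanog promoter orientation effect was past the threshold at 0.50 (exact p = 0.0078), and Upstream minus Downstream was 0.0055 (p = 0.87). In the relation to basal activity the median boost index lies near 0 by construction.

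With zeros kept and a pseudocount, the 2363 Tfcp2l1 calls were 1174 higher and 1189 lower, where without them 1175 were higher and 976 lower. Combination minus promoter alone was −0.15 for Klf2 (permutation p = 0.027) and 0.15 for Tfcp2l1 (p = 0.15). Plus minus minus orientation was 0.088 for Klf2 cCREs (p = 0.039) and 0.43 for Nanog promoters (exact p = 0.039, n = 11). For Tfcp2l1 the cCRE share was 54.5%, the correlation between orientations 0.57, that with single fragments 0.79 for the sum of log2 and 0.79 for log2 of the sum, and the lowest r between replicates 0.92. The Nanog rho on distance was −0.028 (permutation p = 0.61).

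On the linear scale the lowest r between replicates was 0.99 for Klf2, 0.97 for Nanog and 0.99 for Tfcp2l1. Combinations correlated with the sum of log2 activities at 0.49, 0.57 and 0.29, and with the sum of activities at 0.79, 0.81 and 0.74, for Klf2, Nanog and Tfcp2l1. With log2 activity in place of the boost index, orientations correlated at 0.97, 0.91, 0.84 and 0.89 for Klf2, Nanog, Tfcp2l1 and Downstream, since promoters then add their own differences. Upstream minus Downstream became 1.83 (permutation p = 1e-05), across separately scaled assays. With log10 distance the correlation was −0.0019 for Tfcp2l1 (permutation p = 0.96) and 0.035 for Downstream (p = 0.55). With basal activity from the other assay the Klf2 relation was −0.60 (permutation p = 0.062). With the 11 Klf2 promoters of lower basal activity alone it was −0.048 (permutation p = 0.89). For the spread in place of the mean boost index the relation was −0.40 for Nanog (permutation p = 0.16) and −0.51 Downstream (p = 0.13).

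With fragments that had most pairs measured, the cCRE share was 90.5% and the rest 9.05% for Nanog, and 59.3% and 35.4% for Tfcp2l1. With fragments averaged over orientations they were 62.4% and 35.0% for Klf2 and 58.9% and 34.9% for Tfcp2l1, with a rest of 21.4% Downstream. With orientations as the repeated measurement, selective cCREs numbered 9 for Klf2, 10 for Nanog, 9 for Tfcp2l1 and 0 Downstream, where 5 were at an unadjusted p under 0.05. With each orientation centred as well they were 13, 16, 14 and 1, and 16 Downstream cCREs were at an unadjusted p under 0.05. With at least 3 promoter fragments per cCRE they were 51 of 79, 32 of 77, 153 of 169 and 76 of 80.

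Splitting the 6 log2 values of each pair in other ways was meant to ask whether chance gives as many calls. In the Klf2 and Nanog mix, the Tfcp2l1 mix and the Downstream mix alike, 1 of the 10 splits gave as many calls, the real one. The other 9 gave at most 0 in limma, but 10 splits cannot give a share under 0.05. Each of those 9 also puts combination and baseline values in both groups. Differences between combination and baseline then enter the error and lower the calls, so the 0 cannot decide the question. Depth could not be weighed, since no barcode or read numbers were used here.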

Other observations

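The tests of the replicates at low activity, the tests of the shared spread and of the ceiling on part of the promoters, the test of a ceiling reached with every promoter, the test of whether control effects carry over between promoters and the size rule for the error between replicates were chosen only after the result was seen. For the patterns on replicates and on controls the design names no group, and no biological explanation was tested.

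The 3 replicates of the Klf2 and Nanog mix differed at low activity. The median log2 ratio of replicate 3 to replicate 2 was higher in the lowest than in the highest sixth of constructs by 2.74 (SE 0.03 over fragments) for Klf2 and by 2.73 (SE 0.04) for Nanog, which 1 scaling factor per replicate cannot give. The linear difference was 0.183 in the lowest Klf2 sixth, 0.187, 0.187 and 0.186 in the next 3 and 0.128 in the fifth, and 0.174 in the lowest Nanog sixth. A candidate explanation is a constant added to every construct in replicate 3, shared by both libraries. In the highest sixth the difference was negative (−0.442 for Klf2), so scaling differs as well. Replicate 1 too lay above replicate 2, by 0.0201, 0.0557, 0.0737 and 0.0803 in the 4 lowest Klf2 sixths. These differences are not constant, but the sixths were formed by replicate 1 itself, and no explanation was tested for that replicate. In the Tfcp2l1 mix that ratio changed by −0.16 and Downstream by −0.22, in the other direction. Whether RNA, plasmid carry-over or counting brought the constant was not tested.

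Boost indices spread less on promoters of higher basal activity in the Klf2 and Tfcp2l1 libraries. The spread shared by both orientations of a cCRE leaves out noise of single constructs, and its relation to basal activity was computed in 9 tests, in which orientations of one promoter are not independent. In the Tfcp2l1 library the shared spread kept the relation across both clusters of promoters (r = −0.70 over 26 oriented promoters, permutation p = 5.00e-05, adjusted 4.5e-04, rho −0.50, p = 0.0096, −0.57 without the 2 farthest). It did so within the 11 of higher activity (r = −0.84, permutation p = 0.0020, adjusted 0.0092, rho −0.94, p = 8.00e-05, −0.77 without 2) and not within the 15 of lower activity (r = 0.35, permutation p = 0.20, adjusted 0.25, rho 0.39, p = 0.16, 0.36 without 2), where the whole spread had no relation either. Noise of weak promoters is thus not the whole cause in this library.

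For Klf2 the same test decides less. Over 41 oriented promoters r was −0.066 (permutation p = 0.68, adjusted 0.68, rho −0.0098, p = 0.95, −0.025 without 2), as noise would give. This joins opposite relations, of 0.53 within the 20 of lower activity (permutation p = 0.017, adjusted 0.030, rho 0.67, p = 0.0017, 0.54 without 2) and −0.49 within the 21 of higher activity (permutation p = 0.026, adjusted 0.039, rho −0.57, p = 0.0081, −0.34 without 2). Over the 19 from promoters that are also in the Downstream assay r was −0.55 (permutation p = 0.014, adjusted 0.030, rho −0.62, p = 0.0057, −0.47 without 2). Noise stays open as a candidate explanation for part of the Klf2 pattern. In the Nanog library and Downstream the whole spread had no established relation to basal activity for noise to explain. The shared spread had none over 9 oriented Nanog promoters either (r = 0.40, exact p = 0.28, adjusted 0.31, rho 0.37, p = 0.34, 0.53 without 2). Over the 10 Downstream promoters it fell with basal activity (r = −0.78, permutation p = 0.0090, adjusted 0.027, rho −0.89, p = 9.5e-04, −0.50 without 2).

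A ceiling of the assay reached with every promoter would hold the 95th percentile of log2 activity at the same level. It rose with basal activity at a slope of 0.84 (SE 0.03) for Klf2, and at 0.76 (SE 0.05) within its 11 promoters of higher activity, against a ceiling. The Tfcp2l1 slope of 0.40 (SE 0.03) excludes a ceiling reached with every promoter as the whole cause there. Within the 8 Tfcp2l1 promoters of higher activity the slope was 0.23 (SE 0.17), so a ceiling reached only with those stays open. Downstream, where the shared spread fell, the slope of 0.98 (SE 0.05) speaks against a ceiling too. The Nanog slope of 0.52 (SE 0.34) came without an established pattern to explain. Promoters of lower basal activity that respond more stay open as an untested biological explanation.

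The shuffled and random controls of the Downstream assay spread more than the cCREs, with an SD of 0.71 over 361 constructs against 0.50 over 1364. Within a fragment, the SD over promoters and orientations was 0.65 for controls and 0.30 for cCREs (permutation p = 1e-05). The SD between replicates was larger for controls by 0.0250 (0.103 against 0.0783, permutation p = 0.0061), as a larger error would give, but this holds only 1.14% of the extra variance. An effect of the control insert that carries over between promoters may add to it. Boost indices of controls correlated between promoters at a mean r of 0.28, against at most 0.11 in 1000 shuffles (permutation p = 0.0010, the smallest they can give), and cCREs at 0.74. Between orientations of a control r was 0.053 over 175 pairs. Most of the control spread is thus specific to the single construct, and differences between its barcoded plasmids were not tested. The cCRE inserts may carry the same kind of error, which the replicates do not show.

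The mean boost index of a cCRE rose with its activity alone, at r = 0.87 for Klf2 (rho 0.68, 0.79 without the 2 farthest, 79 cCREs), 0.95 for Nanog (rho 0.75, 0.92, 77 cCREs) and 0.87 for Tfcp2l1 (rho 0.73, 0.84, 168 cCREs). Each had a permutation p of 1e-05, the smallest these can give, for r and for rho, and 1e-05 after adjustment over 3 tests. This is consistent with cCREs that are active on their own also having the higher boost index. Both come from the same transfections, but from different constructs.

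The effects of a cCRE may follow the same pattern on either side of the promoter within the Upstream assay. Across pairs, boost indices with the cCRE first and with the promoter first correlated at 0.53, 0.87 and 0.64 for Klf2, Nanog and Tfcp2l1. The difference from the correlation between orientations was −0.014 (SE 0.11), 0.0040 (SE 0.11) and 0.047 (SE 0.10), so order cost no detectable agreement beyond that of orientation. The SEs leave room for differences of that size. Correlations do not compare the size of effects. The SD of the boost index was larger with the promoter first, at 0.99, 1.84 and 2.20 for Klf2, Nanog and Tfcp2l1. With the cCRE first it was 0.65, 1.52 and 1.78. These values argue against effects of equal size, though the difference in SD was not tested.

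Neighbouring cCREs were tested for shared effects. The mean difference in boost index between neighbours minus that between random cCREs of the locus was −0.0039 for Klf2 (permutation p = 0.89), −0.10 for Nanog (p = 0.086) and −0.081 for Tfcp2l1 (p = 0.11), with adjusted values of 0.89, 0.17 and 0.17 over 3 tests. No clustering along the genome was detectable, and a small one is not excluded.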
